A study of Mus musculus with 163 samples. Its data were reported in "Epigenetic regulation limits competence of pluripotent stem cell‐derived oocytes" (2023).

How the data were processed

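Single mouse oocytes were profiled by Smart-seq2, a full-length RNA-seq protocol for polyadenylated transcripts of 1 cell. Oocytes were taken as growing oocytes (GROs) or fully grown oocytes (FGOs). Each listed sample was 1 oocyte, and 163 oocytes in 7 groups were listed. GROs came from induced pluripotent stem cells (iPSCs, line BVSC-iPSC, which carries Blimp1-Venus and Stella-ECFP reporters), from gonads of E12.5 embryos or from ovaries in vivo. FGOs came from the same sources and also from follicles of mice at 6 days post partum (6 dpp) that were grown in culture. The labels state that follicular somatic cells and the zona pellucida were removed before lysis.

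The authors deposited raw read counts per gene for every oocyte in 1 table. Per the labels and the study's methods, single-end reads were aligned with STAR to GRCm38 together with spike-in sequences, and reads with several placements were put at 1 of them at random. Counts of uniquely mapped exonic reads were then made with QuasR for 1 randomly chosen transcript of each gene, and the QuasR version is not stated. Strand use in the counting was not stated, so values of overlapping genes on opposite strands are uncertain. Values of genes with near-identical copies are uncertain too, since reads that match several copies were not counted. The deposited table also gives an exonic length per gene, which was not used here. No normalization had been applied by the authors, and the column totals differed between oocytes as raw counts do.

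The table had 21950 genes, of which 21907 matched an identifier in the RefSeq gene table of GRCm38.p6 that supplied symbols and coordinates. The other 43 identifiers entered the totals without a symbol. All 163 oocyte columns were used, and the table had 0 spike-in and 0 mitochondrial genes. The study chose oocytes by size for its own fits. That choice was not applied here, so all listed oocytes entered every comparison of their group.

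The labels name no animal, embryo, donor or culture behind an oocyte, so oocytes are not replicates of a condition and each group counted as 1 sample. No test, p-value or standard error is therefore given for any comparison, and no comparison had a replicate check. Counts of all oocytes of a group were summed and divided by the summed library to give pooled counts per 1000000 reads (CPM). Each pooled value has an exact Poisson 95% interval. These intervals cover counting error only, because amplified reads without molecular identifiers are not independent molecules. The exact binomial (Clopper-Pearson) 95% intervals of shares are over numbers of genes. They treat genes as independent draws, which genes are not, and hold no spread between oocytes. Medians and ranges over oocytes describe the spread between oocytes of a group.

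Comparisons followed the stage-wise scheme of the study. Growth in vivo set in vivo FGOs against in vivo GROs. The effect of in vitro differentiation of stem cells into primordial germ cell-like cells (IVP) was read by setting iPSC-derived against gonad-derived oocytes. The effect of in vitro differentiation into oocytes (IVD) was read from gonad-derived against in vivo GROs and from gonad-derived against 6 dpp FGOs. The effect of in vitro growth (IVG) was read from 6 dpp against in vivo FGOs. The stage follows the step in names such as IVP@GRO. A ratio is the log2 of pooled CPM + 0.5 in 1 group over pooled CPM + 0.5 in the other, so it understates the change of genes of low level. The size rule was a ratio of at least 2 or at most -2, that is 4-fold. Genes entered when CPM was above 1 in at least 3 oocytes of the stage, or of both in vivo groups for growth.

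Following the study, genes were put into 4 classes by their change in vivo. The cutoffs of the classes were set here, because the study's text gives none. UP genes rose at least 2-fold from GROs to FGOs and DN genes fell at least 2-fold. The remaining stable genes were called LS where the geometric mean of both pooled values was under 10 CPM, and HS otherwise. The share of a class among genes past the size rule was set beside its share among genes whose level in the comparison group, and filter status, would have let them pass. Since the classes share in vivo libraries with IVD@GRO and IVG@FGO, the share was recomputed with odd-numbered and even-numbered in vivo oocytes used apart, and in 20 simulations of unchanged groups. Principal components and sums of squares used log2(CPM + 1). Correlations between comparisons are across genes, which are not independent replicates. Those of comparisons that share a group were likewise set beside simulated unchanged groups.

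The choices above, all but 1 of the alternatives, the marker lists and the naming rule were fixed before the data were examined. For each comparison and direction the text names the 3 genes of largest ratio with at least 5 pooled CPM in the higher group that passed 4-fold also in the ratio of medians over oocytes and with any single oocyte left out. It also uses the 34 genes that the study's text names and lists of markers of oocytes (12 genes), granulosa cells (14), cumulus cells (4), theca and stroma (9), blood (5) and sex (5). Genes outside this rule are said to be chosen after their values were seen, and some values within it are not reported here. The listed genes Foxl2, Inha, Ptgs2, Hbb-bt and Hba-a1 had no match and were not analysed here. Oocytes are numbered as in their titles.

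Each pair of oocytes of a group was checked for being 1 library listed under separate names. Over 1823 pairs the lowest chi-square per degree of freedom was 5.58 (in vivo FGOs 10 and 20), with a median of 20.4, so no pair agreed within sampling noise. The calculation was tested on simulated data, in which 200 genes of at least 5 pooled CPM were raised or lowered 8-fold. It recovered 200 of 200 genes in growth in vivo (8848 genes in the step), IVP@GRO (8785 genes), IVD@GRO (8849 genes) and IVD@FGO (8424 genes). It recovered 199 of 200 in IVP@FGO (8497 genes) and in IVG@FGO (8633 genes). Between 1 and 5 unchanged genes passed the rule in each of these 6 simulations.

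The alternatives were scaling by trimmed mean of M values (TMM), pseudocounts of 0.1 and 2 CPM, no filter, a pooled level of at least 5 CPM, the mean and the median over oocytes in place of the pooled sum, the coefficient of an edgeR generalized linear model without its p-value, leaving out oocytes of unusual depth and leaving out each oocyte in turn. For the culture steps the edgeR model had the stage-wise terms of the study, and for growth it was a separate fit of the in vivo oocytes with stage as the only term, which the study's model does not have. Class shares, variance shares and correlations had their own alternatives, given with their effects in the closing section. Scaling by spike-ins was not run. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures with matplotlib 3.10.9. TMM factors and model coefficients came from edgeR 4.0.16 with limma 3.58.1 in R 4.3.3.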

Results

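Transcript levels were measured in 163 single oocytes. The GROs comprised 23 iPSC-derived, 24 gonad-derived and 24 in vivo oocytes. The FGOs comprised 24 iPSC-derived, 24 gonad-derived, 24 6 dpp and 20 in vivo oocytes. Gonad-derived oocytes came from E12.5 gonads, so they entered culture as primordial germ cells, and 6 dpp oocytes entered culture inside follicles. The median total count was 6.93 M reads per oocyte (M, 1000000 reads), with a range from 2.17 to 13.7 M. Group medians lay between 6.66 M in gonad-derived GROs and 7.16 M in in vivo FGOs. Totals ran from 5.64 to 13.7 M in iPSC-derived GROs, 4.57 to 8.70 M in gonad-derived GROs and 5.55 to 7.54 M in in vivo GROs. Among FGOs they ran from 3.99 to 7.78 M in iPSC-derived, 2.17 to 8.15 M in gonad-derived, 4.80 to 7.86 M in 6 dpp and 6.44 to 8.79 M in in vivo oocytes. Gonad-derived FGOs 5 and 22 were the shallowest, with 2.17 and 2.91 M reads. Summed over oocytes, groups held between 145 and 166 M reads, so that 3 reads in a group correspond to between 0.0181 and 0.0207 CPM.

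A median of 10784 to 11227 genes per oocyte lay above 1 CPM in the 7 groups. After thinning every oocyte to 2000000 reads, group medians of genes with a count lay between 12266.5 in iPSC-derived FGOs and 12717 in iPSC-derived GROs. The 50 most counted genes took a median of 20.8% of reads in iPSC-derived GROs, 19.4% in gonad-derived GROs and 20.6% in in vivo GROs. In FGOs they took 16.6% in iPSC-derived, 15.7% in gonad-derived, 16.2% in 6 dpp and 17.9% in in vivo oocytes.

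The first question was how the variance among oocytes divided between stage and source. The first principal component held 36.3% of the variance and ordered GROs before FGOs, with group medians from -59.3 to -35.9 for GROs and from 38.6 to 42.4 for FGOs. In vivo FGOs 7, 5, 22 and 19 had negative scores of -35.8, -9.95, -8.78 and -4.90, and the highest GRO, gonad-derived GRO 23, had -8.88, so the stages overlapped. The second component held 9.67%. Along it iPSC-derived oocytes had the highest medians at both stages (27.6 in GROs, 37.1 in FGOs), in vivo oocytes the lowest (-21.5 and -25.4), and gonad-derived oocytes lay between them (-2.35 and -7.41). The 6 dpp FGOs had a median of -16.7. Over 14228 genes, 32.8% of the sum of squares lay between stages and 18.7% between sources within a stage. Restricting this to the 2000 genes of highest variance moved the share between stages most, to 45.4%. By the median correlation across genes with the oocytes of each group, 1 gonad-derived GRO was closest to the iPSC-derived GROs and 8 of the 24 gonad-derived FGOs were closest to the 6 dpp FGOs. In vivo FGO 7 was closest to the gonad-derived GROs (0.969, against 0.949 to its own group), and all other oocytes were closest to their own group.

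**Figure D1:**
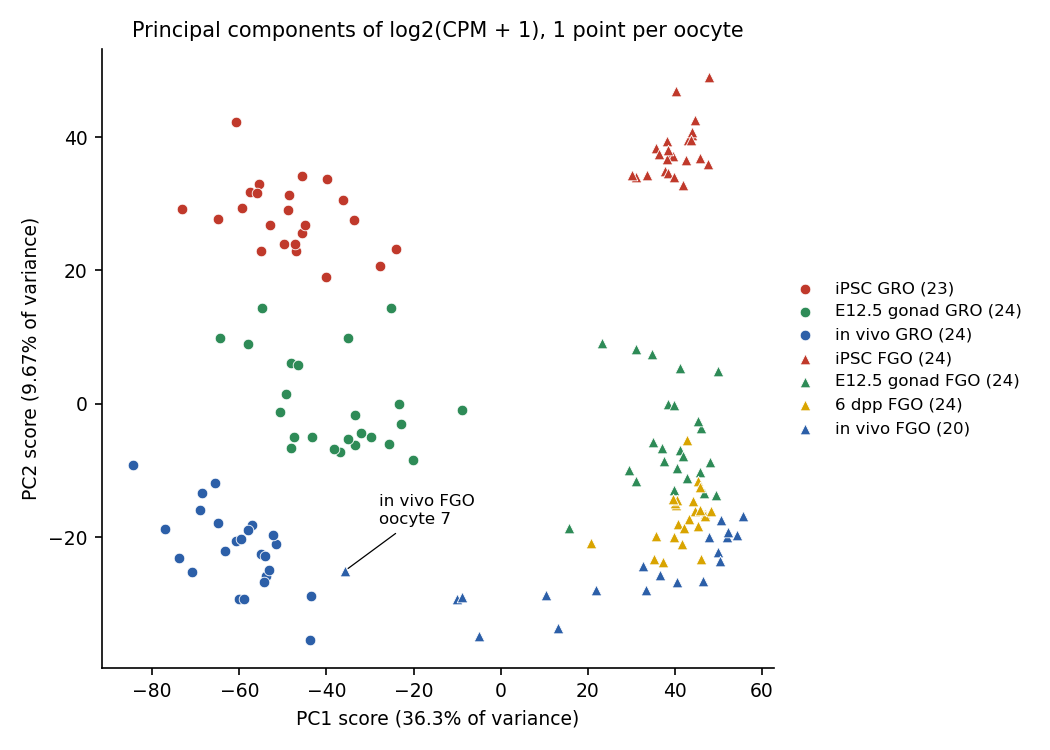
Scores of 163 oocytes on the first (x axis, 36.3% of variance) and second (y axis, 9.67%) principal components of log2(CPM + 1), 1 point per oocyte, circles for GROs and triangles for FGOs, coloured by source. GROs lie to the left with medians from -59.3 to -35.9 and FGOs to the right with medians from 38.6 to 42.4, and 4 in vivo FGOs, numbers 7, 5, 22 and 19, have negative scores of -35.8, -9.95, -8.78 and -4.90.

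Markers were read next, to see whether the libraries carried the transcripts of oocytes. All 12 oocyte markers were abundant in all 7 groups, from Figla at 44.3 CPM in iPSC-derived FGOs to Gdf9 at 11285 CPM in iPSC-derived GROs. In the 5 culture comparisons they stayed within 2-fold apart from Nlrp5 in IVG@FGO, where 6 dpp FGOs had 947 CPM (95% interval 942 to 952) and in vivo FGOs 2533 CPM (2525 to 2541), a log2 ratio of -1.42. Nlrp5 belongs to a gene family with close copies, so its level is uncertain. The iPSC line carries the reporter Stella-ECFP, named for Dppa3. On the log2 scale Dppa3 was higher by 0.95 in iPSC-derived GROs and by 0.58 in iPSC-derived FGOs. Each of the 23 iPSC-derived GROs lay above every gonad-derived GRO for this gene. Y-linked transcripts were close to the floor, with Ddx3y at up to 0.0246 CPM, and Xist reached 0.714 CPM in gonad-derived FGOs. The 3 matched blood markers, Hbb-bs, Lyz2 and Ptprc, stayed at or below 0.0739 CPM.

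Growth in vivo asked which genes change between the GRO and FGO stages without culture. Of 13148 genes, 404 had pooled values at least 4-fold higher in in vivo FGOs and 256 at least 4-fold lower. The median log2 ratio was -0.11 and 76.3% of genes lay within 2-fold. Taken as a fold, the pseudocount moved these counts most, to 195 and 86 genes with 2 CPM. In number of genes the coefficients of an edgeR fit of the in vivo oocytes moved them more, to 815 and 533. TMM scaling moved the median ratio to -0.03. The largest rise among genes meeting the naming rule was that of Cntn6 (Entrez 53870, chromosome 6, 104492662 to 104863406), from 0.575 CPM (0.464 to 0.704) in GROs to 44.3 CPM (43.2 to 45.4) in FGOs, a log2 ratio of 5.38. Slc6a15 (5.16) and Lmo3 (5.11) followed. The largest fall was that of Hes5 (Entrez 15208, chromosome 4, 154960626 to 154962372), from 13.6 CPM (13.1 to 14.2) to 0.248 CPM (0.174 to 0.344), a log2 ratio of -4.24. Krt79 (-4.06) and Haghl (-4.05) came next. The rule was met by 292 rising and 179 falling genes. The in vivo FGO spread for Cntn6 was wide, from 1.17 to 78.3 CPM, against at most 2.54 CPM in any in vivo GRO.

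By these values 1373 genes (10.4%) were in the UP class, 1738 (13.2%) in the DN class, 3804 (28.9%) in the LS class and 6233 (47.4%) in the HS class. Of the genes that the study's text names, 26 entered this comparison, and 3 rose and 2 fell at least 4-fold. Those that rose were Pla2g12b (2.82), Cxcl13 (2.67) and Cntn5 (2.16), and Cbx8 (-2.28) was among those that fell. The study chose this list on the same libraries, so it is not independent evidence. Of 11 granulosa markers with enough reads, Gja1 (3.88), Cyp19a1 (2.79) and Hsd17b1 (2.68) were at least 4-fold higher in in vivo FGOs. Without in vivo FGO 16 the Hsd17b1 ratio was 1.99, and without in vivo FGO 19 the Gja1 ratio was 2.80.

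IVP@GRO asked how GROs differ when their germ cells came from iPSCs rather than from gonads. Of 13422 genes, 45 had pooled values at least 4-fold higher in iPSC-derived GROs and 30 at least 4-fold lower, and 96.3% lay within 2-fold. Spesp1 (Entrez 66712, chromosome 9, 62270729 to 62282179) had the largest ratio, with 30.9 CPM (30.1 to 31.8) in iPSC-derived and 0.0700 CPM (0.0350 to 0.125) in gonad-derived GROs, a log2 ratio of 5.78. Its lowest iPSC-derived GRO had 10.7 CPM and its highest gonad-derived GRO 0.573 CPM. Manba (5.31) and Sis (5.10), on chromosome 3, followed. Among lower genes meeting the naming rule, the 3 of largest ratio were Gsto2 (-6.16, Entrez 68214), Fmo6 (-5.56) and Slc39a8 (-5.36). For each of these 3 the gonad-derived GROs fell into separate sets with an empty gap, so the pooled value describes a mixture. The upper set held 21 of 24 oocytes for Gsto2, 17 for Fmo6 and 15 for Slc39a8, and the gaps were 20.5-fold, 4.89-fold and 8.26-fold. Fmo6 has close relatives nearby, so its level is uncertain. None of the 28 study-text genes with enough reads was 4-fold apart. Cdh6 had a ratio of 1.85 (3.50 against 0.611 CPM), Cntn5 1.67, Cdh12 1.19 and Dsc3 0.88, the last from 113 and 23 reads. Cbx7 had a ratio of -1.43.

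IVD@GRO asked how culture from E12.5 gonads to the GRO stage changed oocytes. Of 13422 genes, 85 had pooled values at least 4-fold higher in gonad-derived than in in vivo GROs and 7 at least 4-fold lower. Leaving out gonad-derived GRO 7 raised the lower count to 17. Within 2-fold lay 93.1% of genes. Gsto2 (chromosome 19, 47865438 to 47886308) had the largest ratio, with 47.4 CPM (46.3 to 48.5) in gonad-derived and 0.142 CPM (0.0901 to 0.213) in in vivo GROs, a log2 ratio of 6.22. Pnpla3 (6.01; Entrez 116939, chromosome 15, 84167776 to 84189521) had 365 CPM against 5.19 CPM. In 16 gonad-derived GROs Pnpla3 lay at or above 459 CPM and in the other 8 at or below 9.03 CPM, while in vivo GROs ranged from 3.33 to 7.81 CPM. Fmo6 (5.85) also split the gonad-derived GROs. Slc38a1 (-2.46) was the only lower gene that met the naming rule, with 3.70 CPM in gonad-derived and 22.6 CPM in in vivo GROs. Of 28 study-text genes, Psd2 (2.31; 13.0 against 2.22 CPM) and Lgi2 (2.26; 5.77 against 0.810 CPM) were at least 4-fold higher. Pla2g12b had a ratio of 1.78 and Cxcl13 of 1.66. Aldh1a1 had a ratio of -0.94. Ccl1, Ccl4, Cx3cl1 and Adh1 did not pass the filter, with at most 31 reads in either group.

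**Figure D2:**
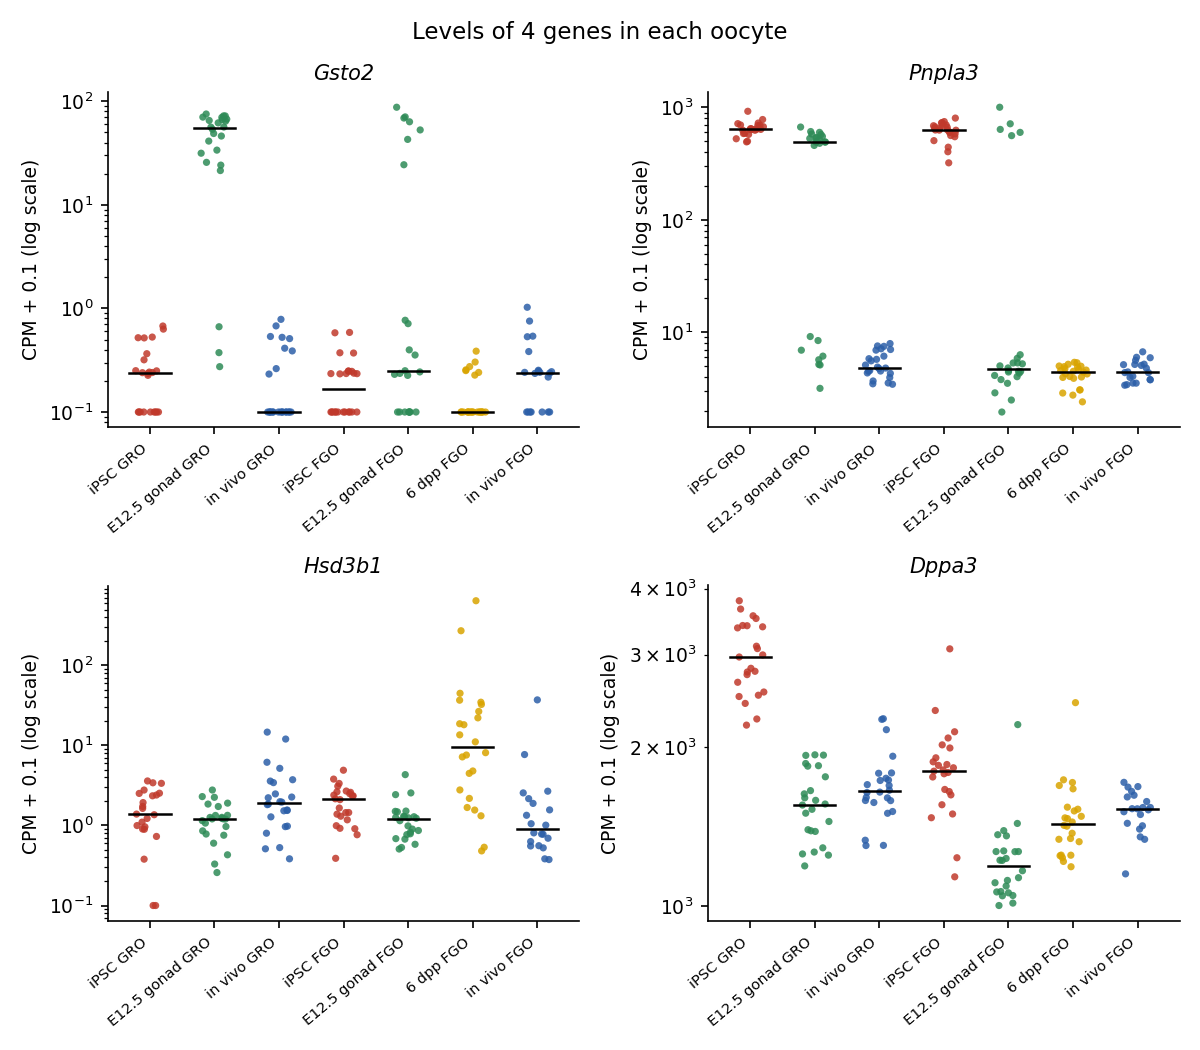
Levels of 4 genes in each oocyte by group, as CPM + 0.1 on a log axis, with 1 point per oocyte and a line at the median of each group. For Pnpla3, 16 of the 24 gonad-derived GROs lie at or above 459 CPM and 8 at or below 9.03 CPM, and for Gsto2 the upper set holds 21 of them.

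IVP@FGO set the same sources against each other in fully grown oocytes. Of 13582 genes, 57 had pooled values at least 4-fold higher in iPSC-derived FGOs and 36 at least 4-fold lower, and 94.1% lay within 2-fold. Spesp1 again had the largest ratio (5.32), with 21.2 CPM (20.5 to 21.9) in iPSC-derived and 0.0431 CPM (0.0173 to 0.0888) in gonad-derived FGOs. Pak3 (3.88; Entrez 18481, X chromosome, 143518366 to 143797796) and Naip6 (3.76) followed. Naip6 lies in a cluster of similar copies, so its level is uncertain, and it ranged from 0 to 63.2 CPM over the iPSC-derived FGOs. Among lower genes meeting the naming rule, the largest ratios were those of Igsf21 (-2.99), Mpo (-2.97) and Tmem51 (-2.84). Slc39a8 was further apart (-4.43, or -2.88 without gonad-derived FGO 17) but did not meet the rule. Igsf21 (Entrez 230868, chromosome 4, 140026852 to 140246983) had 1.05 CPM (0.903 to 1.22) in iPSC-derived and 11.8 CPM (11.3 to 12.3) in gonad-derived FGOs. None of 30 study-text genes was 4-fold apart. Cyp1b1 had a ratio of -1.77, Cbx7 of -1.76, Ccl4 of 1.30 and Dsc3 of 1.23. Cyp2c66 had 0 reads in iPSC-derived and 28 reads in gonad-derived FGOs and did not pass the filter.

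Across 12916 genes the IVP ratios at the GRO and FGO stages had a Pearson correlation of 0.571 (Spearman 0.451), and these comparisons share no library. Of 73 genes past 4-fold in IVP@GRO that could be read at both stages, 70 (95.9%) had the same direction in IVP@FGO, against 64.1% of the other 12843 genes. Of the 73 genes, 35 were at least 4-fold apart in the same direction at both stages.

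IVD@FGO compared FGOs from gonads with FGOs from 6 dpp follicles, which differ in the earlier part of the culture. Of 13582 genes, 32 had pooled values at least 4-fold higher in gonad-derived FGOs and 25 at least 4-fold lower, and 97.5% lay within 2-fold. Leaving out 6 dpp FGO 12 reduced the lower count to 7, all of them among the 25. Among higher genes meeting the naming rule, the largest ratios included those of Slc16a5 (2.35, Entrez 217316, chromosome 11, 115462405 to 115474398) and Foxn4 (2.32). Slc39a8 was further apart (4.81, or 3.26 without gonad-derived FGO 17) but did not meet the rule. Slc16a5 had 20.8 CPM (20.1 to 21.5) in gonad-derived and 3.66 CPM (3.37 to 3.97) in 6 dpp FGOs. The only lower genes that met the rule were Hsd3b1 (-4.89, Entrez 15492, chromosome 3, 98842356 to 98859794) and Tnfrsf21 (-2.23). Hsd3b1 had 1.18 CPM (1.02 to 1.36) in gonad-derived and 49.4 CPM (48.3 to 50.5) in 6 dpp FGOs, where the median was 9.51 CPM and oocytes 12 and 10 had 644 and 271 CPM. Its ratio was -3.88 without 6 dpp FGO 12. Hsd3b1 lies among close copies, so its level is uncertain. Of 30 study-text genes Aldh1a1 (-2.02) was just past 4-fold, and without 6 dpp FGO 12 its ratio was -1.08. Adh1 had a ratio of -1.06. Of the somatic markers, Inhba (-3.06), Gja1 (-2.78), Hsd17b1 (-2.24) and Cyp11a1 (-2.19) were at least 4-fold lower. Without 6 dpp FGO 12 their ratios were -1.55, -0.43, -1.77 and -0.70. The IVD ratios at the GRO and FGO stages, which share no library, had a Pearson correlation of 0.435 across 12916 genes (Spearman 0.299).

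IVG@FGO asked how growth of 6 dpp follicles in culture changed FGOs. Of 13582 genes, 12 had pooled values at least 4-fold higher in 6 dpp FGOs and 36 at least 4-fold lower, and 95.8% lay within 2-fold. These counts hung on single oocytes. The higher count was 5 without 6 dpp FGO 12 and 20 without in vivo FGO 19, and the lower count was 21 without in vivo FGO 19. Hsd3b1 (3.79) was the only higher gene that met the naming rule, with 3.10 CPM in in vivo FGOs, and its ratio was 2.78 without 6 dpp FGO 12 and 4.71 without in vivo FGO 16. Among lower genes meeting this rule, the largest ratios were those of Deup1 (-3.27), C130074G19Rik (-3.21) and Itgb4 (-2.69). Deup1 (Entrez 234964, chromosome 9, 15559864 to 15628351) had 0.132 CPM (0.0816 to 0.201) in 6 dpp and 5.61 CPM (5.23 to 6.01) in in vivo FGOs. None of 30 study-text genes was 4-fold apart. Aldh1a1 had a ratio of 1.49, Cbx7 of 1.36 and Adh1 of 1.25. Vdr was not detectable at this depth, with 3 reads in 6 dpp and 0 in in vivo FGOs. In the latter group 3 reads correspond to 0.0207 CPM. Rxra had a ratio of 0.09. Inhba (2.28) was at least 4-fold higher among the granulosa markers, and its ratio was 0.77 without 6 dpp FGO 12. Gja1 had a ratio of 0.96, which was 2.05 without in vivo FGO 19.

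**Figure D3:**
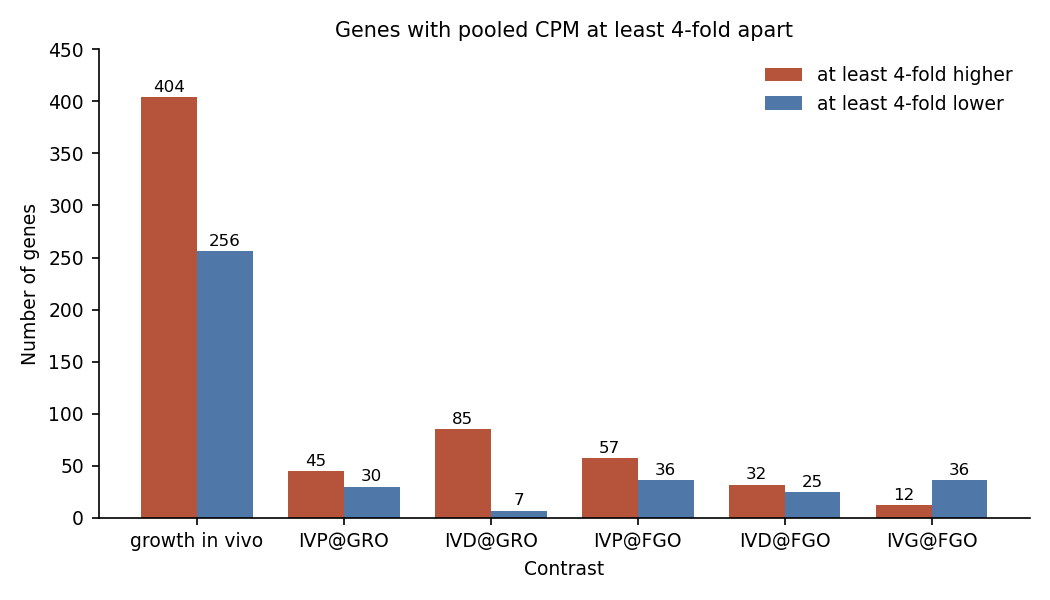
Number of genes whose pooled CPM lay at least 4-fold higher or lower (bars) in growth in vivo and in each culture comparison. Growth in vivo had 404 and 256 genes, and the culture comparisons had between 7 and 85 per direction.

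The somatic marker lists gave few other differences. In the culture comparisons of GROs, none of 9 granulosa, 1 cumulus and 4 theca and stroma markers with enough reads was 4-fold apart. In IVP@FGO none of 12 granulosa, 1 cumulus and 7 theca and stroma markers was, although Gja1 (-1.87) was past 4-fold without iPSC-derived FGO 9 (-2.07) or 24 (-2.003). In IVD@FGO 3 of the 12 granulosa and 2 of the 7 theca and stroma markers were at least 4-fold lower, and in IVG@FGO 1 of each was higher. The single cumulus marker had ratios of 0.51 in IVP@GRO, 0.23 in IVD@GRO, -0.14 in IVP@FGO, -1.05 in IVD@FGO and 0.86 in IVG@FGO.

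The study asked which in vivo dynamics the genes affected by culture have. Among the 260 genes at least 4-fold apart in any culture step, 96 (36.9%, 95% interval 31.0 to 43.1) were in the UP class, against 9.77% of the 14088 genes that could have passed, a 3.78-fold share. Setting the UP class at 4-fold moved this value most, to 18.1%. HS genes made up 5.38% against 44.2%, LS genes 46.2% against 33.6% and DN genes 11.5% against 12.4%. By comparison, UP genes made up 12 of 30 genes lower in IVP@GRO (40% against 8.54%), 40 of 85 genes higher in IVD@GRO (47.1% against 9.45%), 12 of 25 genes lower in IVD@FGO (48.0% against 10.7%) and 24 of 36 genes lower in IVG@FGO (66.7% against 11.4%). The lower counts behind the last pair were 7 without 6 dpp FGO 12 and 21 without in vivo FGO 19. In the other 6 sets the share was 13.3% (IVP@GRO higher), 0 of 7 genes (IVD@GRO lower, which was 17 genes without gonad-derived GRO 7), 8.77% and 16.7% (IVP@FGO higher and lower), 18.8% (IVD@FGO higher) and 25.0% (3 of the 12 genes higher in IVG@FGO, a count of 5 without 6 dpp FGO 12 and 20 without in vivo FGO 19). The exact intervals of IVP@FGO, IVD@FGO higher, IVP@GRO higher, IVD@GRO lower and IVG@FGO higher included the share among all genes.

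**Figure D4:**
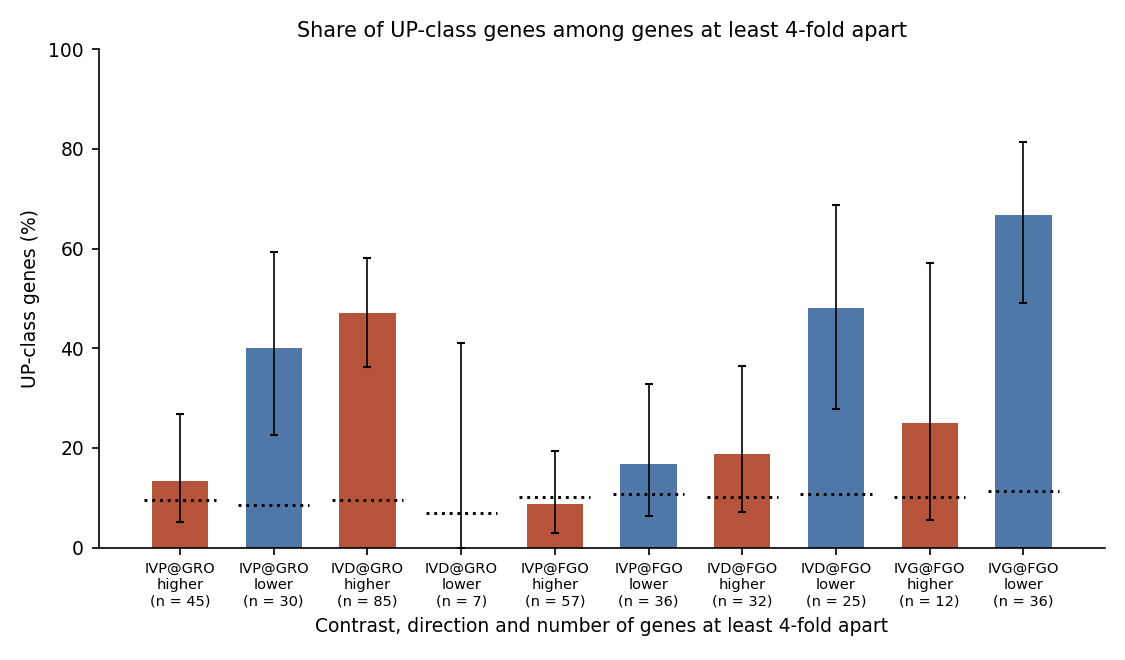
Share of UP-class genes (y axis, percent) among the genes at least 4-fold higher or lower in each culture comparison (bars, with the number of genes on the x axis). Error bars are exact (Clopper-Pearson) 95% intervals that treat genes as independent draws and hold no spread between oocytes. Dotted lines are the share among genes that could have passed, which ran from 7.00% to 11.4% against a highest bar of 66.7%.

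With odd-numbered and even-numbered in vivo oocytes used apart for classes and comparisons, the UP share was 32.8% for any step, 40% for IVP@GRO lower, 39.8% for IVD@GRO higher and 52.4% for IVG@FGO lower. In 20 simulations of unchanged groups it was 17.4% of a mean of 12.35 genes for any step, 4.35% of 3.45 genes, 16.4% of 3.05 genes and 83.3% of 0.3 genes. The last share rests on too few simulated genes to set a level. Over whole classes, the median IVD@GRO ratio was 0.58 for UP, -0.52 for DN, -0.07 for LS and -0.01 for HS genes. The UP median was -0.16 in IVP@GRO, -0.21 in IVP@FGO, -0.01 in IVD@FGO and -0.23 in IVG@FGO.

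Comparisons that share a group have ratios that move in opposite directions by construction. The Pearson correlation across genes was -0.288 between IVD@FGO and IVG@FGO, -0.210 between IVP@GRO and IVD@GRO and -0.135 between IVP@FGO and IVD@FGO. Simulated unchanged groups gave -0.471, -0.496 and -0.508. All groups of a simulation had the same means, so values of this size were set in advance by the shared group. They give no chance level for groups that differ. With odd-numbered and even-numbered oocytes of the shared group used apart, which moved these values most, they were -0.097, -0.149 and -0.050. Genes are not independent replicates, and 5 correlations were computed in this family.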

Values the study reported

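The study counted 162 separately sequenced GROs and FGOs. It assigned 27% of the variance in expression to the difference between GROs and FGOs and 8% to culture conditions. At its thresholds it counted around 100 to 300 genes that responded to a culture step in GROs or FGOs. Genes of the UP class were 2.7-fold over-represented among the affected genes. Of the UP genes it counted 45 that fell in GROs through IVP, 152 that rose in GROs through IVD and 71 that fell in FGOs through IVG.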

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

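Leaving out the genes that put gonad-derived oocytes into separate sets was the only alternative here chosen after the data were seen. Of 190 alternative values, 125 stayed within the limits set for counts (1.5 times), class shares (the exact 95% interval of the reported share, 22.7 to 59.4% for IVP@GRO lower), correlations (0.05) and variance shares (1 percentage point) and 65 moved past them. No value moved past them under TMM scaling (16 values), the mean over oocytes (12), no filter (12), leaving out oocytes of unusual depth (15), in vivo oocytes used apart (4) or, for correlations, a pooled level of at least 5 CPM (5). In what follows, pairs of counts give genes at least 4-fold higher, then lower.

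The pseudocount sets by its construction how many genes of low level pass. With a pseudocount of 0.1 CPM the counts were 662 and 444 in growth in vivo, 92 and 56 in IVP@GRO, 176 and 34 in IVD@GRO, 110 and 98 in IVP@FGO, 63 and 64 in IVD@FGO and 50 and 94 in IVG@FGO. With 2 CPM they were 195 and 86, 18 and 17, 35 and 1, 22 and 11, 8 and 8, and 3 and 2 in the same order. The coefficients of the edgeR model gave 815 and 533, 127 and 85, 267 and 65, 177 and 162, 109 and 112, and 87 and 127, and the cause was not tested. All genes past 4-fold in the pooled values kept that place in the edgeR coefficients, apart from 1 of the 45 genes higher in IVP@GRO. The share of higher genes in IVD@GRO was 92.4% in the pooled values and 80.4% in the edgeR coefficients. In IVG@FGO it was 25.0% in the pooled values, 40.7% in the edgeR coefficients and 60.0%, of 5 genes, with a pseudocount of 2 CPM. In IVD@FGO it was 56.1% in the pooled values, 49.3% in the edgeR coefficients and 49.6% with a pseudocount of 0.1 CPM, so the larger count changed side in these 2 comparisons.

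With the median over oocytes in place of the pooled sum, the lower count in growth in vivo was 422, the counts in IVD@FGO were 9 and 5 and those in IVG@FGO were 7 and 20. Here too the cause was not tested. A pooled level of at least 5 CPM gave 4 lower genes in IVD@GRO and 21 higher genes in IVD@FGO, since it admits fewer genes. Leaving out the genes in separate sets gave 21 higher genes in IVD@FGO, because 11 of the 32 were such genes. It kept the other values within the limits, with 23 lower genes in IVP@GRO, 65 higher genes in IVD@GRO and UP shares of 39.1% and 56.9% in these sets.

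Leaving out 1 oocyte at a time gave between 393 and 421 higher and between 243 and 332 lower genes in growth in vivo. In IVP@GRO the counts ran from 41 to 50 and from 29 to 36, and in IVP@FGO from 52 to 64 and from 32 to 41. In IVD@GRO they ran from 81 to 94 and from 5 to 17, the last without gonad-derived GRO 7. In IVD@FGO they ran from 29 to 34 and from 7 to 33, the 7 without 6 dpp FGO 12, and without gonad-derived FGO 18 the lower count (33) was above the higher (30). In IVG@FGO the higher count ran from 5 without 6 dpp FGO 12 to 20 without in vivo FGO 19, and the lower count from 21 without in vivo FGO 19 to 45.

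With the UP class set at 4-fold, its share was 18.1% for any step, 27.1% for IVD@GRO higher and 22.2% for IVG@FGO lower, since fewer genes are then in the class. Its share among all genes then fell too, and the shares stayed 6.30-fold, 9.58-fold and 5.91-fold above it. With a pseudocount of 2 CPM the UP share was 23.0% for any step, 17.6% for IVP@GRO lower and 28.6% for IVD@GRO higher, again above the shares of 6.37%, 5.79% and 6.57% among all genes. The variance shares between stages and between sources were 25.4% and 16.3% on log2(CPM + 0.1) and 38.4% and 20.1% for genes with a mean of at least 10 CPM, and the share between stages was 45.4% for the 2000 genes of highest variance. The cause was not tested. With the median over oocytes the correlations across genes were -0.216 for IVD@FGO with IVG@FGO and 0.332 for IVD@GRO with IVD@FGO. With odd-numbered and even-numbered oocytes of the shared group used apart they were -0.097 for IVD@FGO with IVG@FGO, -0.149 for IVP@GRO with IVD@GRO and -0.050 for IVP@FGO with IVD@FGO, where no library is shared.

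Scaling by spike-ins was planned and was not run. No paired analysis was possible because the results come from no test, and the shared oocyte numbers name no animal or culture. Depth limits the reading of low genes. A pooled count of 3 reads is between 0.0181 and 0.0207 CPM, and a gene under 1.5 CPM in both groups cannot pass the size rule with a pseudocount of 0.5 CPM whatever its change.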

Other observations

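The tests on genes that put oocytes into separate sets, on the library behind a count, on Dppa3, on remaining gonadal germ cells and on in vivo FGO 7, the random divisions of the 6 dpp FGOs with the limits for judging them and the division of the somatic marker test by comparison were chosen only after the results they concern were seen. The remaining tests below were set beforehand.

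Some genes put the oocytes of a group into separate sets. A gene was counted when the oocytes of a group lay on both sides of an empty gap of at least 4-fold, with at least 3 oocytes on each side and at least 5 CPM above the gap. On simulated gonad-derived GROs with 200 such genes, among 8785, and a simulated difference of 32-fold between the sets, the search recovered 161 (80.5%) and also took 7 unchanged genes. It found 21 genes in gonad-derived GROs and 18 in gonad-derived FGOs, against 2 in iPSC-derived GROs, 3 in iPSC-derived FGOs, 3 in 6 dpp FGOs and 0 in each in vivo group. Both gonad-derived groups had 11 of these genes in common, where chance would give 0.0321 among the 8977 genes with enough oocytes at that level in both groups, and no other pair of groups shared any. The 11 included Pnpla3, Gsto2, Fmo6 and Slc39a8. Of the 21 genes, Alyref2, Nlrp5-ps, Skint5, Skint6, Dcpp2 and Tuba1a have close copies elsewhere and are uncertain. Genes other than those named by the fixed rule were chosen after their values were seen.

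A candidate explanation for these sets is that the gonad donors differed in genotype, since 11 genes recurred at both stages and neighbouring genes split the oocytes alike. The median absolute phi, a measure of how alike a pair of genes splits the oocytes, was 0.827 for 2 pairs within 5 Mb in gonad-derived GROs and 0.8997 for 4 such pairs in gonad-derived FGOs. Gsto2 and its neighbour Cfap58 on chromosome 19 (47937712 to 48035379) split the gonad-derived GROs into identical sets. Pairs on different chromosomes had a median of 0.312 in GROs (200 pairs, shuffled oocytes 0.155). In gonad-derived FGOs the median was 0.688 (143 pairs, shuffled 0.178). A batch of oocytes set apart would give sets that are nearly identical. Fully identical sets were found in 1 of the 200 pairs in GROs and 1 of the 143 in FGOs. A single oocyte on the other side breaks identity, so these counts do not decide the question. In GROs the median of 0.312 argues against such a batch as the whole cause. In FGOs the median of 0.688 leaves a batch open, as the whole cause or a part of it. The iPSC-derived oocytes come from 1 line. At 20 of the 21 genes at least 9 of 10 iPSC-derived GROs lay on the same side, and at 16 of the 21 at least 9 of 10 iPSC-derived FGOs did. The study states that outbred mice supplied gonadal somatic cells, and the labels name no strain for the gonad-derived oocytes. Reads of 1 allele lost at alignment stay open as well. All in vivo GROs lay on the lower side at 21 of the 21 genes, but their strain is not stated for these libraries, and this cannot be told apart from a lower expression of that allele.

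The gonad-derived FGOs may come from donors of more than 1 background. Scored by the 21 genes found in GROs, 8 of them (oocytes 10 and 17 to 23) had between 7 and 18 genes on the upper side, above every 6 dpp and in vivo oocyte, whose highest value was 4. The other 16 had between 0 and 2. In gonad-derived GROs 23 of 24 lay above that value, with a median of 14, and oocyte 20 had 0. The iPSC-derived oocytes had medians of 13 in GROs and 12 in FGOs. These genes bear on the comparisons, since 20 of the 85 genes higher in IVD@GRO and 7 of the 30 lower in IVP@GRO were among the 21. The 18 genes found in gonad-derived FGOs included 11 of the 32 genes higher in IVD@FGO and, in IVP@FGO, 4 of the 57 higher and 3 of the 36 lower. For these genes an effect of culture and a difference between donors were not separated. A biological effect of culture that differs between oocytes stays open and was not tested.

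IVP ratios were alike at both stages. Of the genes past 4-fold in IVP@GRO, 95.9% had the same direction in IVP@FGO, and 46 of 47 did so among the stable classes. A difference of line or strain between iPSCs and gonad donors would give this, and so would a lasting effect of IVP, so they cannot be told apart by this value, because every iPSC-derived oocyte comes from 1 line. Loss of 1 X chromosome in the iPSC line is excluded, since the median log2 ratio of 291 X-linked genes lay 0.0937 above that of autosomal genes in IVP@GRO and 0.08 above it in IVP@FGO, where a loss would place it near -1. Oocytes from gonadal germ cells left among the iPSC-derived GROs are excluded by a further test. At the 4 genes that fully separated iPSC-derived from other FGOs, no iPSC-derived GRO had fewer than 75% of them on the iPSC side, and no other GRO had more than 25%. They are excluded among the FGOs by the second principal component, on which the lowest iPSC-derived FGO had 32.8 and the highest other FGO 9.13. The gene test was less clear-cut there. At the 7 genes that fully separated iPSC-derived from other GROs, 22 of 24 iPSC-derived FGOs had over 50% on the iPSC side, with a median of 71.4% and a lowest value of 28.6%, against at most 14.3% in any other FGO.

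Dppa3 was higher in iPSC-derived GROs, and 23 of 23 lay above every gonad-derived GRO. Transcripts of the Stella-ECFP reporter counted as Dppa3 may add to this level. In FGOs 2 of 24 lay above every gonad-derived FGO, and 22 of 24 did without gonad-derived FGO 19 (2209 CPM, the next highest 1434 CPM). The pooled fold was 1.932 in GROs and 1.496 in FGOs, or 1.553 without that oocyte. The counts do not divide reporter from endogenous transcripts, so the reporter and a change in Dppa3 itself cannot be told apart.

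IVD@GRO ratios followed the direction of growth in vivo. With classes from odd-numbered and ratios from even-numbered in vivo oocytes, the median ratio was 0.48 for the UP class, -0.46 for the DN class, -0.05 for LS and -0.01 for HS genes. This is consistent with gonad-derived GROs that were further along in growth than the in vivo GROs. On an axis from odd-numbered in vivo GROs (0%) to odd-numbered in vivo FGOs (100%), gonad-derived GROs had a median of 38.5% and iPSC-derived GROs of 27.5%, against 9.84% for the even-numbered in vivo GROs. The 6 dpp FGOs lay at 97.2%, gonad-derived FGOs at 96.8% and iPSC-derived FGOs at 93.8%, against 109% for in vivo FGOs. Oocyte size was not used here. The study reports gonad-derived and iPSC-derived GROs as larger than in vivo GROs. It states that some sets of UP genes were also higher in cultured GROs of matching size. It also states that it saw no general rise of the UP class. Here 80.3% of UP genes had an IVD@GRO ratio above 0 in this division of oocytes, with class limits set here. An effect of IVD on UP genes without a change in growth stays open and was not tested here.

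Chance values of shared libraries were weighed for the class shares and correlations. The UP share was 39.8% of the genes higher in IVD@GRO (37 of 93) and 52.4% of those lower in IVG@FGO (11 of 21) when in vivo oocytes were used apart, against 9.95% and 11.9% among all genes. Chance values of the shared in vivo oocytes are thereby excluded as the whole cause of the over-representation. With all in vivo oocytes the IVG@FGO share was 24 of 36 genes, a count that fell to 21 without in vivo FGO 19. The UP share without that oocyte is not given here. In vivo FGOs 19 and 16 had the highest Gja1 of their group (294 and 165 CPM), and 1 lies in each division. Somatic RNA carried along with in vivo FGOs is therefore not removed by the division and stays open for IVG@FGO. The correlation between IVD@FGO and IVG@FGO was -0.288 with all 6 dpp oocytes and -0.097 with odd-numbered and even-numbered ones used apart. It was -0.471 in simulated unchanged groups, which hold no differences and so give no level to weigh -0.288 against. Over 100 random divisions of the 6 dpp FGOs it had a median of -0.152 and ran from -0.247 to 0.0217, and the Spearman correlation ran from -0.229 to -0.0312. It lay below 0 in 95 of the 100, and with any 1 of the 6 dpp FGOs left out the median stayed between -0.175 and -0.129. The divisions reuse the same oocytes, so these values are a description. The prediction set beforehand was a value near 0 if chance values of the shared oocytes were the cause and a value close to -0.288 if not, and neither was met. The limit for near 0 was not set beforehand and was revised more than once with the values known, and -0.097 alone would have met a limit of 0.1, so the test is left undecided. What remains between separate oocytes is not from shared ones, and a deviation common to all 6 dpp FGOs was not tested as its source.

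RNA of somatic cells, granulosa or theca cells among them, carried along with some 6 dpp oocytes is a candidate explanation for somatic markers being lower in IVD@FGO. Over 36 pairs of granulosa markers across the 6 dpp FGOs the median Spearman correlation was 0.357, given as a description because the oocytes are not independent samples, and 29 pairs lay above 0. Oocyte 12 had the highest level for 10 of 18 somatic markers, with Gja1 at 1208, Inhba at 169, Cyp11a1 at 138 and Hsd17b1 at 63.5 CPM. From the theca and stroma list, Hsd3b1 (644 CPM), Cyp17a1 (19.0 CPM) and Insl3 (6.17 CPM) were also highest in it. Col1a2, Col3a1 and Dcn of that list were highest in other oocytes. The type of cell carried along is therefore not settled. Of 12 granulosa markers 9 were lower in IVD@FGO, with a median ratio of -0.48. Without oocyte 12 the median over 11 markers was -0.36. Cyp19a1, Kitl and Nr5a2 are also expressed by the oocytes, with medians of 72.7, 14.6 and 27.0 CPM in 6 dpp FGOs, and Amh stayed at or below 0.138 CPM there. In IVG@FGO the markers went both ways, 7 higher and 5 lower, with a median ratio of 0.0356, which was -0.38 without 6 dpp FGO 12. In vivo FGOs 16 and 19 had Gja1 at 165 and 294 CPM, so carried-over RNA in both groups and a difference between them cannot be told apart. A biological effect of the culture steps on these genes stays open and was not tested.

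Of the 25 genes lower in IVD@FGO, 7 remained without 6 dpp FGO 12, the oocyte of high somatic markers. Single oocytes also moved other counts by over 1.5 times. The lower count in IVD@GRO was 7 and became 17 without gonad-derived GRO 7. In IVG@FGO the higher count was 12 and became 5 without 6 dpp FGO 12 or 20 without in vivo FGO 19, and the lower count was 36 and became 21 without in vivo FGO 19.

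In vivo FGO 7 lay among the GROs, with a score of -35.8 on the first component, where the next lowest in vivo FGO had -9.95. A swap with an in vivo GRO is excluded, because the highest score of any in vivo GRO was -43.6 and none lay among the FGOs. A shallow library is excluded as well, since its total was 6.82 M reads within a range of 6.44 to 8.79 M for the other in vivo FGOs. It may be an oocyte that had not finished growing. On the axis from even-numbered in vivo oocytes it stood at 31.9%, between the highest in vivo GRO tested there (6.86%) and the lowest other in vivo FGO (56.6%). A label wrong at collection would look the same, so these cannot be told apart.

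The second principal component, along which the sources were ordered, held 9.67% of the variance. The share of the sum of squares between sources within a stage, another measure, was 18.7%. That is higher than the share for culture conditions quoted from the study above, which was not shown to be on the same measure. The study refers to a plot of principal components for its shares, so the 9.67% may be the nearer value. It lies closer to the study's share than the 18.7% does. The first component here held 36.3%, above the study's share between stages. The culture comparisons each had between 48 and 93 genes at least 4-fold apart. That is lower than the value quoted from the study above. The coefficients of the edgeR model, which the study used with a limit on the false discovery rate that was not applied here, gave between 212 and 339 genes. UP genes numbered 12 among those lower in IVP@GRO, 40 among those higher in IVD@GRO and 24 among those lower in IVG@FGO. Each is lower than the value quoted from the study above. With a pseudocount of 0.1 CPM they numbered 18, 88 and 51, and the UP share for any step was 2.67-fold that among all genes.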
